A study of Homo sapiens with 6 samples.

How the data were processed

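Chromatin immunoprecipitation with sequencing (ChIP-seq) for H3K27ac, the acetylated form of lysine 27 of histone H3 found at active promoters and enhancers, was analysed in THP-1, a human monocytic leukaemia cell line. Per the labels' protocols, cells were collected 48 hours after transfection, 10000000 cells went into each immunoprecipitation, and libraries were sequenced as 100 bp paired-end reads. The groups, taken from the sample titles, were SPI1 knockdown (2 H3K27ac libraries and 1 input library) and WT (2 H3K27ac libraries and 1 input library). SPI1 encodes the transcription factor PU.1. The labels disagree on the antibody: the titles and the protocol name H3K27ac, while the antibody entry of the H3K27ac libraries names SPI1. The libraries are called H3K27ac here, and a check of this is given among the closing observations. The peak names inside the WT lists carry a prefix that begins with siSPI1 and ends in NC, and grouping followed the titles. The prefix leaves open whether the WT cells received a negative-control small interfering RNA or were untreated. If they were untreated, differences between the groups may include an effect of transfection.

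The authors deposited 1 peak list per H3K27ac library, so peaks were called per sample and replicates were not pooled. The program, its version, its options and the genome build are stated neither in the lists, which have no header, nor in the labels. Each peak has a position and a summit. The authors' fold is the enrichment of the summit over its local background, a ratio. The deposited −log10 p and −log10 q values belong to the same summit, and the smallest −log10 q of each list lies just above the value of a q threshold of 0.05. The deposited score is a multiple of −log10 q and was not used. These values describe, rank and filter peaks within their own list. The 2 input libraries were not analysed here on their own. All peaks lie on chromosomes 1 to 22, X and Y.

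The depth of each library was solved from the authors' fold and −log10 p. With the fold taken as (pileup + 1)/(background + 1) and the p-value as a Poisson upper tail, the pileup, meaning the number of fragments over the summit, came out as a whole number for 100% of the peaks of every list. The pileups had therefore not been scaled before peak calling. The lowest background of a list, divided by its shortest peak (taken as the fragment length), is proportional to the number of fragments in the library. Relative depth is this value divided by its mean over the 4 libraries. The absolute number of reads is unknown.

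To place the peaks on a build, the protein-coding genes of a RefSeq gene table (GRCh38.p14, 20033 protein-coding genes among 59675 genes) were tested for a peak within 500 bp of either gene end. Between 62.1% and 62.4% of them had one in each of the 4 lists, against 13.4% to 18.8% when the genes were shifted by 5000, 50000 or 200000 bp in either direction. The peaks therefore lie on GRCh38 coordinates, and the table was used to name genes near peaks. It gives no strand, so a transcription start site could not be told from the other gene end. The promoter share planned before the data were examined was replaced by the share of regions within 1 kb of either end of a gene, and distances to the genes of a list were taken from the gene's span.

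Peaks of the 4 lists were merged into union regions wherever they overlapped by at least 1 bp. A region was called shared with a peak from all 4 libraries, lost with a peak from both WT libraries and neither knockdown library, and gained in the opposite case. Overlap between lists was the Jaccard index in base pairs. With 2 libraries against 2, an exact two-sided permutation test of a difference between groups cannot give a p below 0.333, so group differences were set against the spread between replicates. The 4 libraries can be split into pairs in 3 ways, and the 2 splits that mix the groups (crossed splits) gave the number of regions that arise without the group difference. Lost and gained regions were compared at gene ends by Fisher's exact test (two-sided) and over chromosomes by a chi-square statistic with 100000 shuffles of the class marks. These tests treat regions as units and describe these 4 libraries. A list of 46 myeloid genes and one of 27 housekeeping genes were fixed before the data were examined. The share of union regions within 50 kb of the genes that were lost or gained was set against 10000 random lists of protein-coding genes matched on their number of regions, with Benjamini-Hochberg adjustment over the 4 tests. A region near several listed genes counted for each. The random lists were not matched on such sharing, so the p-values may be too small where listed genes are neighbours.

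The genes named are SPI1, CSF1R, CD14, ITGAM and CEBPA, then the 5 lost and 5 gained regions with the best mean percentile by −log10 p within the lists that call them, each with its nearest protein-coding gene; this rule was set before the data were examined. Alternatives fixed at the same time were stricter q thresholds, lists cut to equal length by −log10 p, a 50% reciprocal overlap, merging over 1000 bp, other distances, and leaving out each library in turn. Tests of DNA words and repeats need a genome sequence, which was not used here.

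The steps were tested on simulated data. Of 200 shared regions stripped of their knockdown peaks, 200 were returned as lost, and of as many stripped of their WT peaks, 199 were returned as gained. Simulated pileups were recovered exactly for 100% of 19981 peaks. Shuffled class marks gave a chromosome p under 0.05 in 5.5% of 200 sets. Random lists gave one in 3.5% of 200 tests of region shares and in 4.5% of 200 tests of summit pileups. Each used 5000 simulated genes that share no regions, so the effect of neighbouring genes was not tested. Of 20000 simulated regions, 100 changed by +1 on the log2 scale had a median estimate of 1.03 and 100 changed by −1 had one of -1.04. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.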

Results

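H3K27ac was profiled by ChIP-seq in THP-1 cells, a human monocytic leukaemia line, after knockdown of SPI1 and in WT cells, with 2 libraries per group. The comparison asks which acetylated regions depend on SPI1, the gene of the transcription factor PU.1. Relative depth, with the mean of the 4 libraries set to 1, was 1.03 in knockdown replicate 1, 1.02 in knockdown replicate 2, 0.925 in WT replicate 1 and 1.03 in WT replicate 2. The median peak had 31 fragments over its summit in each knockdown library, 33 in WT replicate 1 and 34 in WT replicate 2. The weakest peak of each list had 9. Median peak widths were 767 and 777 bp in the knockdown libraries and 823 and 815 bp in the WT libraries.

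The targeted gene was examined first. Its span, extended by 1 kb, held 8 union regions. Of these, 5 were called in knockdown replicate 1, 7 in knockdown replicate 2, and 5 in each WT library. The 4 regions called in every library included the region at one gene end (chromosome 11, 47373322 to 47379508 on GRCh38 coordinates). This was one of the strongest regions of every library, with a −log10 q, as the authors' lists give it, of 1633 and 1611 in the knockdown libraries and 2699 and 2747 in the WT libraries. Its percentile by −log10 p was 98.9 in both knockdown lists and 99.8 in both WT lists. No region of SPI1 was lost or gained by presence or absence of peaks, and the lists hold no measure of SPI1 transcript or protein.

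The number of peaks was 60115 and 60650 in the knockdown libraries and 54176 and 55949 in the WT libraries. The means were 60383 ± 378 (SD, n = 2) and 55063 ± 1254 (SD, n = 2). The difference of 5320 peaks was larger than the pooled SD between replicates of 926, with an exact two-sided permutation p of 0.333, the smallest that 2 against 2 libraries allow. WT replicate 2 had a relative depth 1.01 times that of the deeper knockdown library and still had fewer peaks than either. Peaks covered 75.6 and 76.8 Mb in the knockdown libraries and 70.2 and 73.1 Mb in the WT libraries, a difference between means of 4.55 Mb against a pooled SD of 1.58 Mb (exact permutation p = 0.333). The difference in peak number depended most on the threshold, falling to 1585 peaks at a −log10 q of at least 10.

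Replicates overlapped more than libraries of different groups. The Jaccard index was 0.803 between the knockdown libraries and 0.811 between the WT libraries. The 4 pairs across groups lay between 0.738 and 0.745, with a mean of 0.741. Pairs with the same replicate number had a mean of 0.742 and pairs with different numbers one of 0.741. The mean within groups exceeded that between groups by 0.0657, and this difference ranged from 0.0595 to 0.0709 over the alternatives tried.

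Merging the 4 lists gave 70279 union regions. Of these, 39101 (55.6%) were shared by all libraries, 2326 (3.31%) were lost and 4685 (6.67%) were gained after knockdown. A further 15769 regions (22.4%) were called in 1 library, 5876 (8.36%) in 3 libraries, and 2522 (3.59%) in 1 library of each group. The crossed splits show how many regions separate pairs of libraries that mix the groups. Knockdown and WT replicates 1 against both replicates 2 gave 467 and 803 regions. Knockdown replicate 1 with WT replicate 2 against the remaining pair gave 686 and 566. The labelled split thus gave 7011 such regions in all, against 1270 and 1252 in the crossed splits.

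Gained regions made up 66.8% of the lost and gained regions (95% exact Clopper-Pearson interval 65.7 to 67.9%, counting error only). It was 62.3% with peaks of −log10 q of at least 10. With all lists cut to the same number of peaks, 2947 regions were lost and 3225 gained, a share of 52.3% (exact interval 51.0 to 53.5%), and the crossed splits gave between 518 and 621 regions per arm. Equal lengths push losses and gains toward balance by construction, so this value does not test the excess of gains. The number of regions that changed exceeded the crossed splits at either list length.

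**Figure D1:**
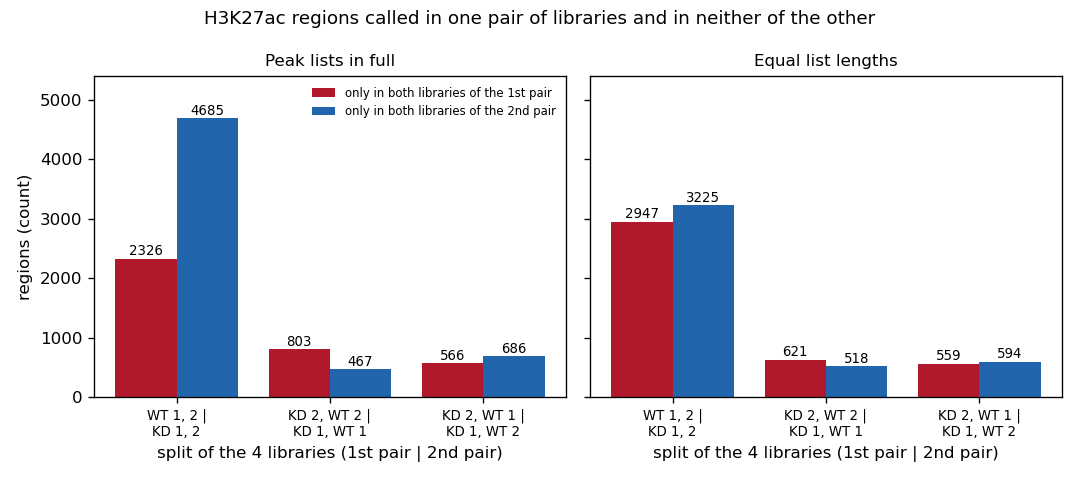
Number of regions (vertical axis) called in both libraries of one pair and in neither library of the other, for the labelled split and the 2 crossed splits (horizontal axis), with full lists on the left and lists of equal length on the right. KD is SPI1 knockdown; red bars count the first pair named under each split and blue bars the second. The labelled split gives 2326 and 4685 regions with full lists and 2947 and 3225 with equal lengths, above the 467 to 803 and 518 to 621 of the crossed splits.

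Lost and gained regions were weak and narrow. By −log10 p within the lists that called them, lost regions had a median percentile of 21.3 (interquartile range 13.1 to 29.2) and gained regions one of 22.2 (14.4 to 31.9). Shared regions had a median percentile of 64.9 (45.0 to 82.7). Median widths were 441 bp for lost, 463 bp for gained and 1627 bp for shared regions. The median of the mean summit pileup was 17 fragments in lost and in gained regions and 59.5 in shared regions. A −log10 q of at least 10 in both libraries of the calling group was reached by 146 lost regions (6.28%) and 343 gained regions (7.32%). Under the same requirement the crossed splits gave between 1 and 5 regions per arm.

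**Figure D2:**
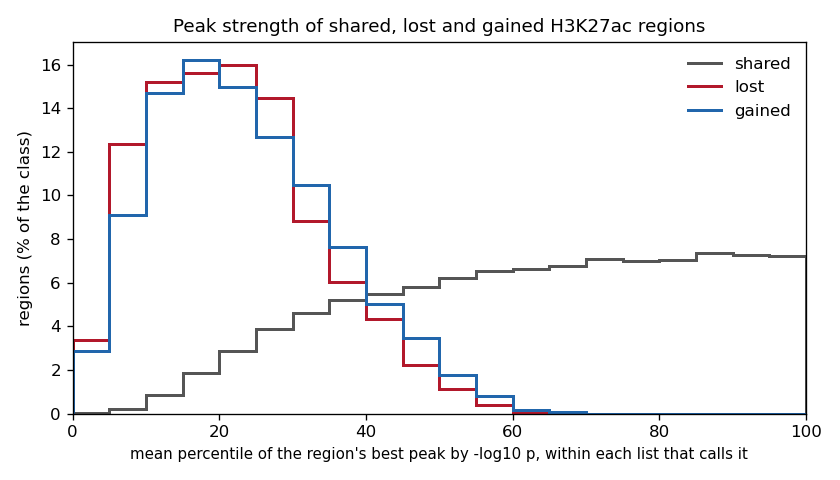
Distribution of peak strength in shared, lost and gained regions. The horizontal axis is the percentile of a region's best peak by −log10 p within each list that calls it, averaged over those lists, and the vertical axis the percentage of the regions of the class in bins of 5 percentile points. Lost and gained regions centre on percentiles of 21.3 and 22.2 and shared regions on 64.9.

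Within 1 kb of either end of a RefSeq gene lay 329 of 2326 lost regions (14.1%, exact interval 12.8 to 15.6%) and 567 of 4685 gained regions (12.1%, 11.2 to 13.1%). The odds ratio was 1.20 (95% interval 1.03 to 1.38, two-sided Fisher's exact test p = 0.0167). The difference did not pass 0.05 with a window of 2500 bp (odds ratio 1.11, Fisher's exact p = 0.0793) and did with protein-coding genes alone (odds ratio 1.32, Fisher's exact p = 0.00653). Regions called in 1 library had a share of 11.2%, and shared regions one of 38.7%.

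The myeloid list tested whether changed regions gathered near genes of the monocyte lineage. All 46 genes had union regions within 50 kb, 639 in all, with a region counted for each listed gene near it. Of these, 20 were lost (3.13%), against a median of 2.52% over the matched random lists, which placed the list at percentile 79.1 (two-sided permutation p = 0.418, adjusted 0.557). Gained regions numbered 24 (3.76%), against a median of 6.50% (percentile 0.33, permutation p = 0.00680, adjusted 0.0272). The deficit of gained regions passed 0.05 in 5 alternatives, with permutation p from 0.00540 to 0.0286. It did not with peaks of −log10 q of at least 10, where the share was 4.12% (permutation p = 0.704), or under the strictest definition, where it lay on the other side of the random lists (0.626%, permutation p = 0.327). Of the 246 regions around the 27 housekeeping genes, 2 were lost (0.813%, percentile 2.81, adjusted permutation p = 0.120) and 15 gained (6.10%, percentile 53.7, adjusted permutation p = 0.927).

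The balance of lost and gained regions differed between chromosomes (chi-square 77.6 over 7011 regions, permutation p = 1e-05, the smallest that 100000 shuffles can give). Losses made up 20.7% of the changed regions on chromosome 22, 23.0% on chromosome 19 and 23.7% on chromosome 16, and 46.7% on chromosome 21 and 40.8% on chromosome 7. Chromosome Y, with 6 such regions in all, was not weighed. As a share of union regions, losses ran from 1.86% on chromosome 19 to 4.74% on chromosome 21, and gains from 5.17% on chromosome 13 to 7.79% on chromosome 4.

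The other genes fixed in advance had no lost or gained region within 1 kb of their span. CSF1R, the receptor of macrophage colony-stimulating factor, had 6 regions, all shared. CD14, a monocyte surface antigen, had 1 shared region (chromosome 5, 140632231 to 140633731) and 1 called in WT replicate 2 alone. ITGAM, which encodes the integrin CD11b, had 3 shared regions. CEBPA, a myeloid transcription factor gene, had 1 shared region of percentile 95.4 to 96.5 in the 4 lists (chromosome 19, 33296834 to 33304890).

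The lost region of best rank lay inside MYO1E (chromosome 15, 59176481 to 59178669), with a mean percentile of 64.3 and summit pileups of 56 and 74 fragments in the WT libraries. The second, nearest to LILRB2 (chromosome 19, 54271301 to 54271631), had a mean percentile of 63.6 and 51 fragments in each. LILRB2 belongs to a family of similar neighbouring genes, so reads there can be shared between copies. The third was nearest to JARID2 (chromosome 6, 14876519 to 14878276; 50 and 37 fragments), the fourth inside GRIK4 (chromosome 11, 120612566 to 120613138; 52 and 43 fragments) and the fifth inside MYH14 (chromosome 19, 50203609 to 50204027; 46 and 34 fragments). The JARID2 region was not returned as lost under a 50% reciprocal overlap. The other 4 were lost under each of the 6 alternative definitions of the classes.

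The gained region of best rank was nearest to TSC22D2 (chromosome 3, 150482734 to 150484118), with a mean percentile of 69.1 and summit pileups of 65 and 55 fragments in the knockdown libraries. A region inside NFYC (chromosome 1, 40754622 to 40755890) had pileups of 231 and 234 fragments and a mean percentile of 65.9. A region nearest to SYTL1 (chromosome 1, 27338752 to 27340075) had 50 and 51 fragments, one inside SF3B3 (chromosome 16, 70571728 to 70573198) had 55 and 58, and one nearest to ZNF684 (chromosome 1, 40583863 to 40584296) had 179 and 172. The NFYC and ZNF684 regions lie in or beside a stretch of chromosome 1 where the background was raised in all 4 libraries, which raises their pileups. The SYTL1 region was not returned as gained when peaks up to 1000 bp apart were merged, and the other 4 were gained under each of the 6 alternative definitions.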

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

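The alternatives below were fixed before the data were examined, except those for the gene-end share, which replaced a planned promoter share, for the share of gained regions, and for summit pileups, which were chosen after seeing the data. The planned tests of PU.1 binding words, of repeats and of words at summits were not run, since they need a genome sequence. No paired analysis was possible because lost and gained regions come from the presence of peaks and not from a fitted test. Libraries with the same replicate number also overlapped no more than others (mean Jaccard index 0.742 against 0.741).

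Stricter thresholds lowered the counts. At a −log10 q of at least 5 the difference in peak number was 2932, the share of gained regions 63.7% and the odds ratio at gene ends 1.10, which no longer passed 0.05. At a −log10 q of at least 10 the difference in peak number was 1585, with 1320 lost and 2179 gained regions, a gained share of 62.3%, an odds ratio at gene ends of 1.21 (Fisher's exact p = 0.0459), and a gained share near myeloid genes of 4.12%, no longer apart from random lists. Only 146 of the 2326 lost and 343 of the 4685 gained regions overlapped a region of the same class at this threshold, so most of the 1320 and 2179 are other regions, with a weaker peak in the opposite group. With a −log10 q of at least 10 required for presence and no peak at all for absence, 146 regions were lost and 343 gained, the gained share was 70.1%, the odds ratio at gene ends was 1.17 and the chromosome statistic 22.4. The last 2 did not pass 0.05, on 489 regions in place of 7011. The gained share near myeloid genes, 0.626%, then lay above the middle of the random lists instead of below it.

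With equal list lengths the difference in covered length was 2.91 Mb and the gained share 52.3%, against 66.8% with full lists. Equal lengths push losses and gains toward balance by construction. The odds ratio at gene ends was 1.20 (Fisher's exact p = 0.0165). Merging peaks up to 1000 bp apart left 1419 lost and 2954 gained regions, with an odds ratio at gene ends of 1.36 (Fisher's exact p = 0.00107). With protein-coding genes alone it was 1.32 (Fisher's exact p = 0.00653). A 50% reciprocal overlap gave an odds ratio at gene ends of 1.17 and a window of 2500 bp one of 1.11, neither past 0.05; the cause was not tested. The deficit of gained regions near myeloid genes passed 0.05 under reciprocal overlap, merging, a −log10 q of at least 5, equal lengths and a distance of 10 kb, with permutation p from 0.00540 to 0.0286. The housekeeping list in place of the myeloid list had a gained share of 6.10%, just above the middle of its random lists.

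Each fit that left out one replicate compared 2 libraries with 1. Lost regions then numbered from 3477 to 6090 and gained regions from 6209 to 10681, since fewer libraries had to agree. The gained share ran from 50.5% (without WT replicate 1) to 75.4% (without knockdown replicate 1), as follows when one arm needs a call from 1 library and the other from 2, and the odds ratio at gene ends from 1.01 to 1.31. Near myeloid genes, the lost share ran from 4.82% to 8.44% and the gained share from 5.41% to 11.8%. The Jaccard index within groups exceeded that between groups by 0.0595 to 0.0709. The median summit pileup change of the stress-response list, 0.04 with all libraries, ran from -0.0069 (without WT replicate 2) to 0.0989. The lowest value lies above the median of matched random lists with all libraries, -0.08. That median belongs to another fit, so the cause of the change of sign was not tested.

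The number of shared regions stayed within 1.5 times its main value in all 10 alternatives. The share of lost regions near myeloid genes did not pass 0.05 against random lists in any alternative that allowed a test. It came close at a −log10 q of at least 5 (4.39%, permutation p = 0.0562) and with equal lengths (5.39%, permutation p = 0.0766). A difference is therefore not ruled out. Chromosomes differed past 0.05 in every alternative with a test other than the strictest one. With 2 libraries per group the exact permutation test used between groups of libraries cannot pass 0.05, since its smallest p is 0.333. Depth limits the weak regions: with a median of 17 fragments at the summits of lost and gained regions, a missing call does not show that acetylation was absent.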

Other observations

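The comparisons of summit pileups at SPI1, at the myeloid and housekeeping lists, in the crossed splits and among the most changed regions, and the tests of depth, of split regions, of strength, of regions in the crossed splits, of clustering and background around TRIB3 and of the chromosome 1 block, were chosen after the results were seen. The tests of p cutoffs, input background, copy number and summit positions, and of the pileups of the interferon, stress and erythroid lists, were laid down before their results. The pileups are fragment counts solved from the authors' fold and p, divided by relative depth, and a change is the log2 difference between the means of the knockdown and WT libraries (n = 2 each).

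The excess of peaks in the knockdown lists was set against 5 technical explanations. The knockdown libraries were on average 4.08% deeper, and the slope of peak number on depth within groups accounts for 642 of the 5320 peaks. The 4678 left exceed the pooled SD of 926, so depth is not the whole cause. Holding every list to the p of the strictest list left a difference of 5255 peaks. Counting union regions in place of peaks left 5138. The local background at shared regions, relative to the genome-wide one, differed by a mean of -0.0284 on the log2 scale, WT minus knockdown. The median was -3.970e-06, so the WT background was not higher at these regions. Regions without a WT peak have no WT background value. A higher WT background that kept them from being called could therefore not be tested. One test came out as its explanation needs: summit pileups in knockdown were lower at the strongest eighth of shared regions (median -0.11) than at the weakest (0.01), a difference of -0.119. Fragments may thus be spread from strong to weak regions in the knockdown libraries. Whether this comes from the immunoprecipitations or the cells stays open, because no label separates the preparation of the libraries from the group.

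The changed regions themselves were not explained by chance calls near the threshold that arise separately in each library. The largest arm of the crossed splits held 803 regions, against 2326 lost and 4685 gained. The crossed splits cannot show calls made or missed in both libraries of a group because of a background they share. If peak calling used the input library of the group, its noise would be shared in this way, and this stays open. In shared regions, 1158 of 39101 changed by at least 2-fold, 629 higher and 529 lower in knockdown, against 0 and 3 in the crossed splits. Scaling to the strongest eighth moves every change up by 0.11 and gives 974 higher and 337 lower, so the balance of directions depends on scaling. A difference between cultures or preparations that has nothing to do with SPI1 stays open as well.

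Fewer losses on chromosomes 16, 19 and 22 were tested against a difference in copy number between the cultures. Autosome medians of the summit pileup change ran from -0.09 to -0.02, and they did not follow the share of losses over 22 autosomes (Spearman's rho -0.0559, permutation p = 0.803; Pearson's r -0.0462, permutation p = 0.840; r -0.0323 without the 2 farthest autosomes). Base composition was not tested, and no biological explanation was tested.

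The antibody entry that names SPI1 was tested with summit positions. A transcription factor would place summits in the nucleosome-free gap at start sites, and acetylated histones beside it. Per base pair, summits within 100 bp of protein-coding gene ends were 0.229 to 0.242 times as dense as those 150 to 400 bp away in the 4 libraries. The highest ratio, 0.242, argues against a precipitation of SPI1 and goes with the H3K27ac of the titles.

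Presence or absence of peaks showed no change at SPI1, while the pileups did. The summit at the gene-end region of SPI1 had 860 and 859 scaled fragments in the knockdown libraries and 1409 and 1279 in the WT libraries, a change of -0.64, and of -0.53 when scaled to the strongest eighth of shared regions. It lay between -0.71 and -0.57 when each library was left out. The other 3 shared regions of the gene changed by 0.27, 0.32 and -0.01. A candidate explanation is that PU.1 sustains acetylation at its own gene. A general decline of strong regions would account for -0.11 at the median, but the strongest eighth had an SD of 0.203 between regions. The rank of the SPI1 region among equally strong regions is not given here, and no other test of the explanation was made.

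Lower pileups extended to the myeloid list. The gene medians of its 46 genes, each over the shared regions within 1 kb of the gene, had a median change of -0.18, with 33 genes lower and 13 higher. These counts do not set the myeloid list apart, since 22 housekeeping genes were lower and 5 higher. Scaling to the strongest eighth gives 26 lower and 20 higher myeloid genes, and 14 lower and 13 higher housekeeping genes. Among 10000 random lists matched on strength the myeloid median of -0.18 lay at percentile 0.31 (permutation p = 0.00640, adjusted 0.0160 over 5 lists). The decline with strength is therefore not the whole cause. In the crossed splits the list lay at percentiles 51.0 and 8.49. The median was -0.07 when scaled to the strongest eighth, and from -0.22 to -0.11 with each library left out. The lowest genes were CYBB (-0.98), CD14 (-0.84), AIF1 (-0.64) and CSF1R (-0.53). The highest were CTSG (0.72, from 1 region) and ITGAM (0.29), which were higher in knockdown under either scaling. The 3 regions of ITGAM disagreed, with changes of 0.29, -0.58 and 0.37. The housekeeping list had a median of -0.13 at percentile 16.7. An interferon response was neither established nor ruled out, with the interferon list at percentile 89.7 (median -0.03, permutation p = 0.206). Of the interferon genes 16 were higher and 18 lower, and 21 higher and 13 lower when scaled to the strongest eighth. A list of erythroid and megakaryocyte genes, with 15 of 29 genes measured, lay at percentile 94.98 (median 0.05, permutation p = 0.101). Of these genes 9 were higher and 6 lower, and 12 higher and 3 lower when scaled to the strongest eighth. The test did not pass 0.05, so a shift toward that lineage was neither established nor ruled out. As a hypothesis, loss of PU.1 may lower acetylation in degree at regions of myeloid genes that keep their peaks. Whether losses of peaks also gather near these genes was not settled. Of 639 regions within 50 kb, 20 were lost, a share that did not part from random lists.

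The gene with the most gained regions around it was TRIB3 on chromosome 20, chosen after its values were seen. Of 24 union regions within 50 kb, 10 were gained, 0 lost and 9 shared. The gained regions lie between 341912 and 433880. With class marks shuffled over all union regions, some gene shorter than 50 kb reached 10 gained regions with a permutation p of 0.00120 over 10000 shuffles, the median of the highest count being 6. The count of 10 rests on closely spaced peaks: with peaks up to 1000 bp apart merged, 4 of 12 regions were gained and the permutation p was 0.975, so the cluster does not stand apart by number. The cluster held 10 gained regions with equal list lengths, 2 at a −log10 q of at least 10 and 1 under the strictest definition. The 9 shared regions within 50 kb of the gene were all higher in knockdown, with a median of 0.57. Shared regions from 50 kb to 1 Mb away had a median of -0.0291, so a gain in copy number that reaches beyond the cluster does not account for the rise. A gain confined to the cluster stays open: the background under the 9 regions changed by a median of 0.0603 but went both ways, from -0.68 to 0.84, and at 2 of them by at least the median pileup rise. TRIB3 is a target of the integrated stress response. A list of 29 other genes of that response lay at percentile 99.76 (median 0.04, permutation p = 0.00500, adjusted 0.0160), with 18 genes higher and 11 lower, and 23 higher and 6 lower when scaled to the strongest eighth. The genes ran from VLDLR (0.66) to MTHFD2 (-0.46). One crossed split put the same list at percentile 99.4. A wider stress response can therefore not be told apart from differences between single libraries.

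Among shared regions above the median strength, chosen after their values were seen, the change was largest downward in SGSH and SLC26A11 on chromosome 17 (80219282 to 80220780, -2.10) and then at 2 regions inside MITF on chromosome 3 (69762433 to 69765945, -1.78, and 69774632 to 69778553, -1.61). The first MITF region had 56.6 and 56.1 scaled fragments in knockdown and 196 and 191 in WT. The largest rise was nearest to HMGN1 on chromosome 21 (39363433 to 39365301, 2.29), with 129 and 136 scaled fragments in knockdown and 31.3 and 23.2 in WT. No explanation of these was tested.

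A stretch of chromosome 1 from 39750001 to 40750000 stood apart in every library. In each of its 4 windows of 250000 bp the median background under the peaks was at least 10 times the genome-wide background, which none of the other windows, among 3692 with at least 5 peaks in each library, reached in all libraries. Over the whole stretch the median was 17.2 to 18.2 times, against 1.32 to 1.34 elsewhere. It held 8 of the 10 highest summit pileups of each library, up to 17642 fragments. Isolated repeats that collect reads would leave other peaks at an ordinary background, but even the 5th percentile of its peaks stood at 5.09 times or more, above the 99th percentile elsewhere of 2.89 to 3.00. The stretch contains MYCL and 17 protein-coding genes in all. Amplified DNA in this line is a candidate explanation, for both groups alike: the shared regions inside changed by a median of 0.00. Peaks there carry high pileups and pass thresholds more easily, which bears on the gained regions at ZNF684, inside it, and NFYC, at its edge. The sequence of the input libraries was not analysed here, so copy number itself was not measured.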
